A study of Mus musculus with 6 samples. Its data were reported in "REPTOR and CREBRF encode key regulators of muscle energy metabolism" (2023).

How the data were processed

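RNA was sequenced from 6 libraries of C2C12 myotubes. C2C12 is a mouse myoblast line whose cells fuse into multinucleated myotubes when serum is lowered. Per the labels, cells were taken to confluence in 10% serum, moved to 2% serum for differentiation, and given adenovirus at a multiplicity of infection of 250 for 3 h with 5 µg/ml polybrene on day 4 of differentiation. RNA was collected on day 7. The virus carried mouse Crebrf without an epitope tag, or Gfp as the control, under a cytomegalovirus promoter. Each group has 3 libraries, numbered 1 to 3. The labels do not say whether the 3 came from separate cultures, and the study's supplement calls the 3 of its RNA-seq biologically independent. The p-values measure the spread between these libraries. No library of untransduced cells was analysed here.

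The sources differ on the library preparation. The labels name a TruSeq kit and polyA RNA and the series design a HiSeq instrument, whereas the study's methods name a KAPA mRNA kit and a NextSeq instrument. Strandedness is not given in the sources used here, so reads of overlapping and antisense genes cannot be told apart. According to the methods and the submitters' processing notes, reads were trimmed with fastp 0.20.1, aligned to mm10 (GRCm38) and counted per gene with STAR 2.7.8, and scaled with DESeq2 (version 2.11.40.6 as the methods give it). The gene annotation is not given in the sources used here. Gene counts of this kind leave out or split reads shared by near-identical genes, so values of close paralogs (the Ifit3 and Oas1 genes) and of mitochondrial genes with nuclear copies are uncertain.

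The deposited signal is a normalised count per gene, that is, the authors' count of reads divided by 1 size factor per library. It covers 35976 rows, of which 32501 carry a symbol in the RefSeq table for GRCm38.p6 and a further 988 match through a synonym. In 27 rows the symbol had been turned into a date, as spreadsheet software does. These stayed in the tests but are not named. Low values in each column are whole multiples of a fixed step, so reads were recovered by dividing by that step, and 100.0% of values came out within 0.001 of a whole read. Recovered totals were 21919620, 28091099 and 36695077 reads for Gfp replicates 1 to 3 and 37970300, 34983514 and 33177374 reads for Crebrf replicates 1 to 3. The shallowest library is thus a Gfp library. In it 1 read is worth 1.43 normalised counts, against 0.826 in the deepest Gfp library. A count of 0 allows a level of up to 3 reads, or 2.48 to 4.30 normalised counts depending on the library. Intervals and floors cover counting error only.

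The groups were compared with limma 3.58.1 (R 4.3.3, statmod 1.5.0, lmFit, then eBayes with trend and robust set) on log2(normalised count + 1), for genes with a mean of at least 10 over the 6 libraries and no covariate. Normalised values are not counts, so a count model was not the main test. Genes with a Benjamini-Hochberg adjusted p below 0.05 were called. Fold changes are Crebrf minus Gfp on the log2(value + 1) scale, which understates changes of genes near the floor. For gene lists, all genes with a mean of at least 0.5, the filter of the study, were ranked by the moderated statistic and tested with fgsea 1.28.0 in classic mode (gseaParam 0) over lists with at least 5 ranked members. The study also used classic mode, but with other software, Hallmark gene sets and genes ranked by the DESeq2 Wald statistic. The score is the normalised enrichment score (NES). This test permutes genes and ignores their correlation, so camera with a preset correlation of 0.01 and with an estimated correlation, and fry, were run beside it. fry tests whether a list moves on balance in a single direction and does not compare it with other genes.

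The lists, 28 with 960 members, were textbook choices fixed before the data were examined, as were the tests, the alternatives and the rule for named genes. They cover nuclear and mitochondrially encoded oxidative phosphorylation subunits, the TCA cycle, the mitochondrial ribosome, mitochondrial biogenesis regulators, fatty acid oxidation, glycolytic enzymes, glucose and lactate transport, glycogen metabolism, interferon, TNF, hypoxia, unfolded protein, ATF4, p53 and oxidant responses, CREBRF partners, muscle differentiation, slow and fast fibres, proliferating cells, undifferentiated myoblasts, fibroblasts, adipocytes, leukocytes, sterol synthesis, muscle atrophy and cytosolic ribosomal proteins. A member counts as measured if its mean is at least 10. Of the members, 959 were found in the table. Pgm1 of the glycogen list was left out because annotation releases exchange its name with that of Pgm2. The themes of oxidative phosphorylation, PGC1α, glycolysis, interferon, TNF and hypoxia come from the study of these same samples.

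The genes named are Crebrf, a further set of 20 metabolic, muscle and pathway genes chosen in advance, the 10 largest rises and 10 largest falls among called genes with a mean of at least 50 and non-overlapping groups, leaving out predicted genes, and from each list up to 2 called members with the largest rise and up to 2 with the largest fall. Not every gene of that last part is printed. Genes outside the rule are marked where they appear.

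To check for duplicate libraries, recovered reads were compared within groups. The chi-square per degree of freedom was 3.19 for Crebrf replicates 2 and 3 and between 19.2 and 69.8 for the other pairs. All lie above the value of 1 that sampling noise alone gives, so no library was dropped as a duplicate. The check does not show whether libraries came from separate cultures. If Crebrf replicates 2 and 3 are less independent than the others, the p-values are too small.

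The alternatives were other pseudocounts (0.5 and 5), filters (a mean of at least 0.5, at least 50, or any read), scalings (the same total, with and without Crebrf, the same upper quartile, and TMM factors), edgeR 4.0.16 quasi-likelihood with TMM and DESeq2 1.42.0 on recovered reads, eBayes without trend or robust, each library left out in turn, Gfp replicate 2 and Crebrf replicate 1 left out together (chosen after seeing the data), the replicate number as a block, and the other list tests. The scripts were tested on simulated data drawn from the real means, depths and dispersions, over 14671 genes, with 50 changed at each fold. For Crebrf against Gfp, limma recovered 12.0% of genes changed 1.25-fold, 66.0% at 1.5-fold, 74.0% at 2-fold and 88.0% at 4-fold, with 11 false calls. In a simulation over 20668 genes with 2 lists changed, fgsea called both in the right direction and no other list. On the same simulated data fry called both and 1 other list, and camera with an estimated correlation called both and no other. Each gene was drawn independently, so the simulation does not show how these tests behave when genes are correlated. Figures were drawn with matplotlib 3.10.9.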

Results

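The libraries compared C2C12 mouse myotubes transduced with adenovirus encoding Crebrf (3 libraries) with myotubes transduced with adenovirus encoding Gfp (3 libraries). CREBRF, a regulator of CREB-family transcription factors, is the mammalian ortholog of Drosophila REPTOR, and the comparison asks which genes change when myotubes are made to express it. Recovered depth ranged from 21919620 to 37970300 reads per library, and between 19732 and 20699 genes had at least 1 read. A mean normalised count of at least 10 was reached by 14671 genes, which were tested.

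Crebrf was higher in every library of the Crebrf group. Its normalised count was 2799.6 ± 346 in Gfp myotubes and 7565 ± 563 in Crebrf myotubes (SD, n = 3 each; limma, log2 fold change 1.44, SE 0.0985, adjusted p = 0.000264). Single libraries held 3028, 2970 and 2401 in the Gfp group and 8213, 7286 and 7196 in the Crebrf group. The gene lies on chromosome 17 from 26715650 to 26776635 (GRCm38, plus strand), and 25.3% of its 8273 exonic bases are coding. The viral insert and the endogenous transcript share the coding exons, so their reads cannot be separated in these gene counts.

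**Figure D1:**
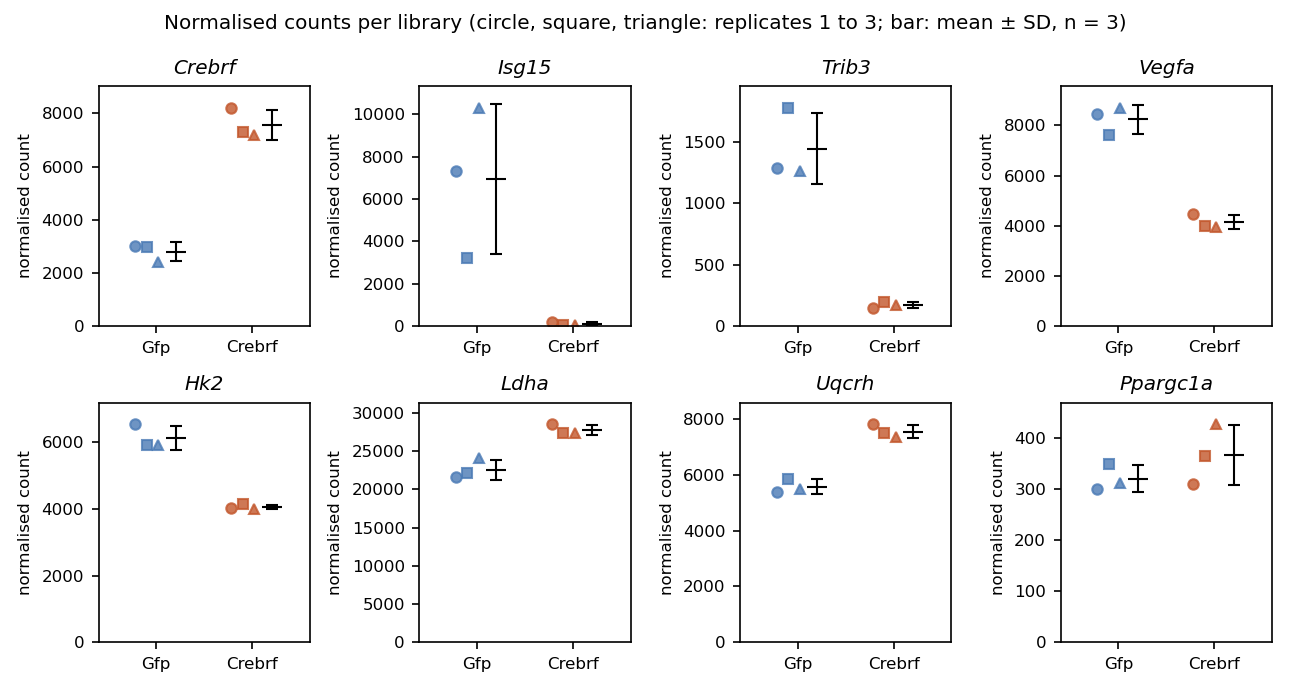
Normalised counts of 8 genes in each library, on linear axes from 0, with Gfp libraries left and Crebrf libraries right in each panel (circle, square and triangle for replicates 1 to 3) and the mean ± SD (n = 3) in black. Crebrf, Ldha and Uqcrh lie higher and Isg15, Trib3, Vegfa and Hk2 lower in all 3 Crebrf libraries, while the groups of Ppargc1a overlap.

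Interferon-induced genes (67 of 72 lower) and targets of the transcription factor ATF4 (32 of 32 lower) had the lowest list medians. Of genes of sterol and fatty acid synthesis 24 of 29 rose, of nuclear subunits of oxidative phosphorylation 59 of 81 and of cytosolic ribosomal protein genes 44 of 76. With camera and an estimated correlation between genes none of these 5 lists passed (adjusted p = 0.52 for ATF4 and 0.53 for the others). That correlation was estimated from 3 libraries against 3, and no list at all passed with it. Failing it therefore does not show that a list was unchanged. With camera and the preset correlation all 5 passed (adjusted p = 1.2e-10 or lower). All 5 also passed with fry (adjusted p = 0.0012 to 0.019), which does not compare a list with other genes. Of the tested genes, 2122 were higher and 2124 were lower in Crebrf myotubes. This balance depends on the scaling, with 1548 genes higher in Crebrf and 2186 lower after scaling to the same total, and 2530 higher and 1974 lower after scaling to the same upper quartile. A rise beyond a log2 fold change of 1 was seen in 166 genes and a fall beyond -1 in 588, and the median size of a called change was 0.40 on the log2 scale. The groups did not overlap in 46.7% of tested genes, where chance gives 10% for 3 libraries against 3. The first principal component held 75.2% of the variance and separated the groups. Gfp replicate 2 (-25.2) and Crebrf replicate 1 (24.4) lay closest to the other group on it. It was computed on log2 values without scaling genes to equal variance, so genes with the largest changes, such as interferon genes, weigh most. The number of called genes was 4246 with all 6 libraries, 2235 without Gfp replicate 1, 2166 without Crebrf replicate 2 and 2102 without Crebrf replicate 3, and the rises beyond 1 then numbered 107, 90 and 87. Without both Gfp replicate 2 and Crebrf replicate 1, a choice made after seeing the data, 2405 genes were higher and 2560 lower.

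**Figure D2:**
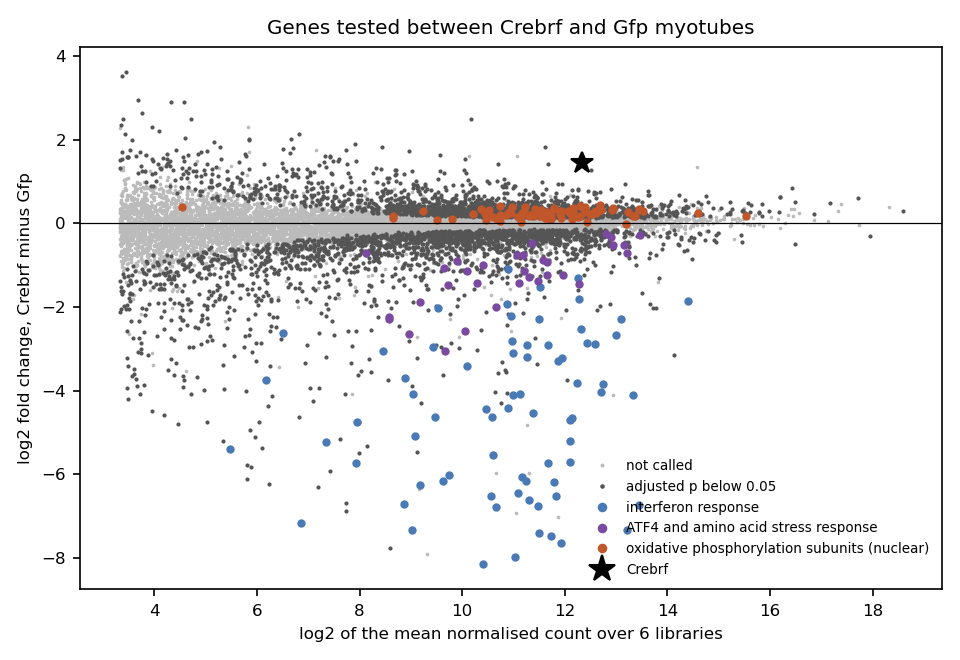
Log2 fold change (Crebrf minus Gfp) of each tested gene against the log2 of its mean normalised count over the 6 libraries, with called genes in dark grey and Crebrf as a star. Interferon genes (blue) reach to -8.16, ATF4 target genes (purple) all lie below 0, and oxidative phosphorylation subunits (orange) lie close together with a median of 0.24.

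Cilp, a cartilage matrix protein (chromosome 9 from 65265180 to 65280614), had the largest rise among genes with a mean of at least 50, from 341 ± 35.9 to 1956 ± 421 normalised counts (log2 fold change 2.50, SE 0.169, adjusted p = 0.000442). Upp2, a uridine phosphorylase, rose by 2.13, and Dmp1, a matrix phosphoprotein of bone, by 2.02. The protease Tmprss11b rose by 2.02, the R-spondin receptor Lgr6 by 2.01 and the small proteoglycan Aspn by 1.89. Lrrc30 rose by 1.83, Mss51 by 1.82, the lysolipid transporter Mfsd2a by 1.79 and Slc16a4, of the monocarboxylate transporter family, by 1.79. The 10 largest falls among genes with a mean of at least 50 were all in interferon-induced genes. Oas3, a sensor of double-stranded RNA (chromosome 5 from 120753098 to 120777684), went from 2689.7 ± 1503 to 7.63 ± 3.59 (log2 fold change -8.16, SE 0.586, adjusted p = 0.00112). The others with a fitted change were Usp18 (-7.98), Ifi44 (-7.65), Ifit3b (-7.48), Iigp1 (-7.42), Ifit3 (-7.34), Cmpk2 (-7.33), Rsad2 (-6.78) and Ifit1 (-6.74). Oas1g had 693 reads in the Gfp group and 1 read in the Crebrf group, a ratio of 829 after scaling with a 95% counting interval of 148 to 32794. Leaving out 1 library ended the calls of Aspn (adjusted p 0.051 to 0.056 without Gfp replicate 1, Crebrf replicate 2 or Crebrf replicate 3, and 2.8e-07 to 0.056 over all alternatives), Mss51 (adjusted p 0.073 to 0.13 without any 1 library but Gfp replicate 2, and 7.2e-06 to 0.15 over all alternatives), Ifit3b (adjusted p 0.057 without Crebrf replicate 2, and 2.0e-09 to 0.057 over all alternatives), Iigp1 (adjusted p 0.051 to 0.064 without Gfp replicate 1, Gfp replicate 3 or Crebrf replicate 2, and 1.4e-08 to 0.065 over all alternatives), Cmpk2 (adjusted p 0.054 without Crebrf replicate 2, and 4.1e-07 to 0.054 over all alternatives) and Ifit1 (adjusted p 0.052 to 0.058 without any 1 library but Gfp replicate 2 or Crebrf replicate 1, and 5.7e-09 to 0.058 over all alternatives).

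Nuclear-encoded subunits of oxidative phosphorylation were higher in Crebrf myotubes: 59 of 81 rose, none fell and 22 were not called (66 higher and 0 lower adjusted over the list alone). Their median log2 fold change was 0.24 and the NES 7.24 (adjusted p = 5.53e-37, and adjusted p = 0.53 with an estimated correlation). The study chose this theme on these samples, so the count is not independent evidence of its direction. Uqcrh, a subunit of complex III (chromosome 4 from 116066965 to 116075070), went from 5575 ± 255 to 7540.4 ± 234 (log2 fold change 0.44, SE 0.0513, adjusted p = 0.00132), and Atp5g1, which encodes subunit c of ATP synthase, rose by 0.43. The number of higher subunits was 31 without Gfp replicate 1, 33 without Crebrf replicate 2 and 38 without Crebrf replicate 3. Of 7 measured mitochondrially encoded subunits, 4 rose and none fell (7 higher and 0 lower adjusted over the list alone), with a median of 0.41 (adjusted p = 0.00139, and adjusted p = 0.61 with an estimated correlation). Their count was 0 without Gfp replicate 1, Crebrf replicate 1, Crebrf replicate 2 or Crebrf replicate 3, and on recovered reads 2 with edgeR and 7 with DESeq2. It was 6 without Gfp replicate 2 and 6 after scaling to the same upper quartile. The other 6 of 13 had means below 10. Over all 13, mitochondrial genes made up 2.67% to 3.49% of reads in the Gfp libraries and 3.79% to 4.27% in the Crebrf libraries.

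In the list of the TCA cycle and pyruvate dehydrogenase, 12 of 22 genes rose and none fell (15 higher and 1 lower adjusted over the list alone), with a median of 0.21 (adjusted p = 1.68e-08, and adjusted p = 0.53 with an estimated correlation). Pdha1, a subunit of pyruvate dehydrogenase, rose by 0.35. The count was 7 without Crebrf replicate 2 or Crebrf replicate 3, and 1 gene of the list fell without Gfp replicate 2. Of 79 mitochondrial ribosome genes, 38 rose and 1, Mrpl27, fell (40 higher and 2 lower adjusted over the list alone), with a median of 0.17 (adjusted p = 1.25e-15, and adjusted p = 0.53 with an estimated correlation). Mrps6 rose by 0.54 and Mrps25 by 0.52. The rises numbered 18 without Gfp replicate 1, 25 without Crebrf replicate 1, 21 without Crebrf replicate 2 and 20 without Crebrf replicate 3, and the call of Mrpl27 ended when single libraries were left out (adjusted p 0.057 to 0.12 without any 1 library but Gfp replicate 2, and 0.017 to 0.12 over all alternatives).

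Regulators of mitochondrial biogenesis did not pass as a list (median 0.07, NES 1.35, adjusted p = 0.17). Of 21, 1 rose, 1 fell and 19 were not called (0 higher and 0 lower adjusted over the list alone). The orphan receptor gene Esrrb rose by 1.14 and Peo1, the mitochondrial helicase also named Twnk, fell by 0.17. Leaving out 1 library ended the calls of Esrrb (adjusted p 0.052 to 0.10 without any 1 library but Gfp replicate 2, and 0.0017 to 0.10 over all alternatives) and Peo1 (adjusted p 0.093 to 0.14 without any 1 library but Gfp replicate 2, and 0.022 to 0.14 over all alternatives). Ppargc1a, which encodes the coactivator PGC1α (chromosome 5 from 51454249 to 52115853), had 321 ± 26.0 and 368 ± 58.5 normalised counts in the Gfp and Crebrf groups (log2 fold change 0.19, SE 0.125, adjusted p = 0.29, and 0.036 to 0.72 over all alternatives). It passed only without both Gfp replicate 2 and Crebrf replicate 1. Esrra (0.11, adjusted p = 0.28) and Tfam (-0.03, adjusted p = 0.71) did not pass. Without Gfp replicate 2 the list passed (NES 1.80, adjusted p = 0.022, and 0.022 to 0.82 over all alternatives) with 4 genes higher.

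Glycolytic enzymes moved in both directions, with 5 of 23 higher, 2 lower and 16 not called (5 higher and 3 lower adjusted over the list alone). The list did not pass (median -0.06, NES -1.40, adjusted p = 0.14), and as a theme of the study it is not independent evidence. The study reported a significant decrease of the Hallmark glycolysis set in these samples. That set differs from the list of enzymes used here and was not tested, so the 2 results are not directly comparable. Hk2, the insulin-responsive hexokinase of muscle (chromosome 6 from 82725025 to 82774454), fell from 6131 ± 355 to 4062 ± 73.4 (log2 fold change -0.59, SE 0.0532, adjusted p = 0.000521). Ldha, which makes lactate from pyruvate, rose from 22552 ± 1315 to 27754 ± 629 (log2 fold change 0.30, adjusted p = 0.00739), Ldhb rose by 0.42 and Pfkm, the muscle phosphofructokinase, by 0.38. Pkm stood at -0.04 (adjusted p = 0.61). The call of Pfkm depended on single libraries (adjusted p 0.054 to 0.062 without Gfp replicate 1, Crebrf replicate 2 or Crebrf replicate 3, and 0.00027 to 0.062 over all alternatives). Without Gfp replicate 2, 6 enzymes were higher and 8 lower, and the list passed (NES -1.71, adjusted p = 0.036, and 0.036 to 0.82 over all alternatives). Rises numbered 2 without Gfp replicate 1, Crebrf replicate 2 or Crebrf replicate 3 and 3 without Gfp replicate 3 or Crebrf replicate 1, and falls 1 without Gfp replicate 1, Crebrf replicate 1, Crebrf replicate 2 or Crebrf replicate 3 and 8 without Gfp replicate 2.

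Among 17 genes of glucose and lactate transport and its control, 2 rose and 4 fell (2 higher and 4 lower adjusted over the list alone), with a median of -0.15 (adjusted p = 0.027, and adjusted p = 0.53 with an estimated correlation). That list call was lost when single libraries were left out (adjusted p 0.079 to 0.21 without any 1 library but Gfp replicate 2 or Crebrf replicate 3, and 0.0079 to 0.53 over all alternatives). Tbc1d4, a Rab GTPase-activating protein that controls GLUT4 traffic, fell from 689 ± 54.7 to 249 ± 11.2 (log2 fold change -1.46, adjusted p = 7.81e-05), and its relative Tbc1d1 rose by 0.37. Slc16a1, the lactate transporter MCT1, fell by 0.74, and its call ended when a single library was left out (adjusted p 0.060 without Gfp replicate 3, and 8.9e-07 to 0.060 over all alternatives). The glucose transporter genes Slc2a1 (-0.34, adjusted p = 0.28) and Slc2a4 (0.21, adjusted p = 0.45) passed only where Gfp replicate 2 was left out. Without it their values were -0.57 (adjusted p = 0.0025, and 0.00062 to 0.57 over all alternatives) and 0.43 (adjusted p = 0.016, and 0.016 to 0.82 over all alternatives), with 7 genes of the list lower. Rises in the list numbered 1 without Gfp replicate 1, Gfp replicate 3, Crebrf replicate 1, Crebrf replicate 2 or Crebrf replicate 3, and 1 after scaling to the same total.

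In glycogen metabolism 1 of 19 genes rose and 3 fell (1 higher and 3 lower adjusted over the list alone), and the list did not pass (adjusted p = 0.59). Its median (0.09) and NES (0.888) differ in sign from its mean (-0.05). Gys1, the muscle glycogen synthase, fell from 6957 ± 316 to 4793 ± 87.4 (log2 fold change -0.54, adjusted p = 0.000547), and Pygm, the muscle glycogen phosphorylase, stood at 0.15 (adjusted p = 0.28). Without Gfp replicate 2 Pygm passed at 0.26 (adjusted p = 0.0089, and 0.0089 to 0.67 over all alternatives) and 5 genes of the list were higher. The rises numbered 0 without Gfp replicate 1, Crebrf replicate 1, Crebrf replicate 2 or Crebrf replicate 3 and 5 without Gfp replicate 2. In fatty acid uptake and oxidation 9 of 28 genes rose and 6 fell (11 higher and 7 lower adjusted over the list alone). The list passed (NES 1.90, adjusted p = 0.018, and adjusted p = 0.90 with an estimated correlation) with a median of 0.07 and a mean of -0.05 that differ in sign, and it did not pass in some settings (adjusted p 0.053 without Crebrf replicate 1, and 0.0087 to 0.90 over all alternatives). Ucp2, a mitochondrial inner-membrane carrier, rose by 0.67 and the thioesterase gene Acot2 fell by 0.99. The rises numbered 3 without Gfp replicate 1, Crebrf replicate 2 or Crebrf replicate 3 and 4 without Crebrf replicate 1. With the same total 5 rose and 6 fell, and without trend or robust 4 rose and 6 fell, so the balance of rises and falls turns with the setting. Pdk4, a kinase that inhibits pyruvate dehydrogenase, stood at 0.25 (adjusted p = 0.049), and its call ended when single libraries were left out (adjusted p 0.098 to 0.14 without any 1 library but Gfp replicate 2 or Gfp replicate 3, and 0.024 to 0.14 over all alternatives). Cpt1b, with means of 1.71 and 4.77, was below the filter.

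Interferon-induced genes fell further than any other list: 67 of 72 were lower and none higher (0 higher and 70 lower adjusted over the list alone), with a median of -4.49 and an NES of -8.67 (adjusted p = 7.79e-61, and adjusted p = 0.53 with an estimated correlation). Isg15, a ubiquitin-like modifier (chromosome 4 from 156199424 to 156200818), stood at 6943 ± 3564 in Gfp and 100.5 ± 76.6 in Crebrf myotubes (log2 fold change -6.19, SE 0.728, adjusted p = 0.00692). The median deviation of the list from its mean over the 6 libraries was 2.52, 1.35 and 2.68 in Gfp replicates 1 to 3 and -1.38, -2.66 and -2.70 in Crebrf replicates 1 to 3. Gfp replicate 2 and Crebrf replicate 1 thus lay closest to the other group, the same order as on the first principal component. Genes with changes this large weigh most in that component, so this is not a separate observation. In the TNF and NF-kB list 15 of 60 genes fell and 3 rose (3 higher and 15 lower adjusted over the list alone), with a median of -0.46 (adjusted p = 1.70e-06, and adjusted p = 0.66 with an estimated correlation). The cytokine gene Il1b went from 249.6 ± 159 to 12.7 ± 3.64, and Tnf fell by 3.23 on the log2 scale. In Crebrf replicate 1 the median deviation of this list was 0.23, against -0.48 and -0.44 in the other Crebrf libraries. The falls numbered 42 without Crebrf replicate 1, and the rises 0 without Gfp replicate 1, Crebrf replicate 1, Crebrf replicate 2 or Crebrf replicate 3.

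In the hypoxia list 17 of 37 genes fell and 1 rose (2 higher and 22 lower adjusted over the list alone), with a median of -0.39 (adjusted p = 2.35e-07, and adjusted p = 0.56 with an estimated correlation). The gene that rose was Ppfia4 (0.21), whose call ended when single libraries were left out (adjusted p 0.058 to 0.071 without Crebrf replicate 2 or Crebrf replicate 3, and 0.010 to 0.071 over all alternatives). Car12, a membrane carbonic anhydrase, fell by 3.42. Vegfa, an angiogenic growth factor (chromosome 17 from 46016993 to 46032377), went from 8257 ± 576 to 4129.7 ± 281 (SE of the log2 fold change 0.0698, adjusted p = 0.000195). The falls numbered 27 without Gfp replicate 2, 11 without Crebrf replicate 2 and 10 without Crebrf replicate 3, and the rises 2 without Gfp replicate 3 or Crebrf replicate 1 and 0 without Crebrf replicate 2 or Crebrf replicate 3. The interferon, TNF and hypoxia themes were chosen by the study on these samples, so their counts are not independent evidence of direction.

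**Figure D3:**
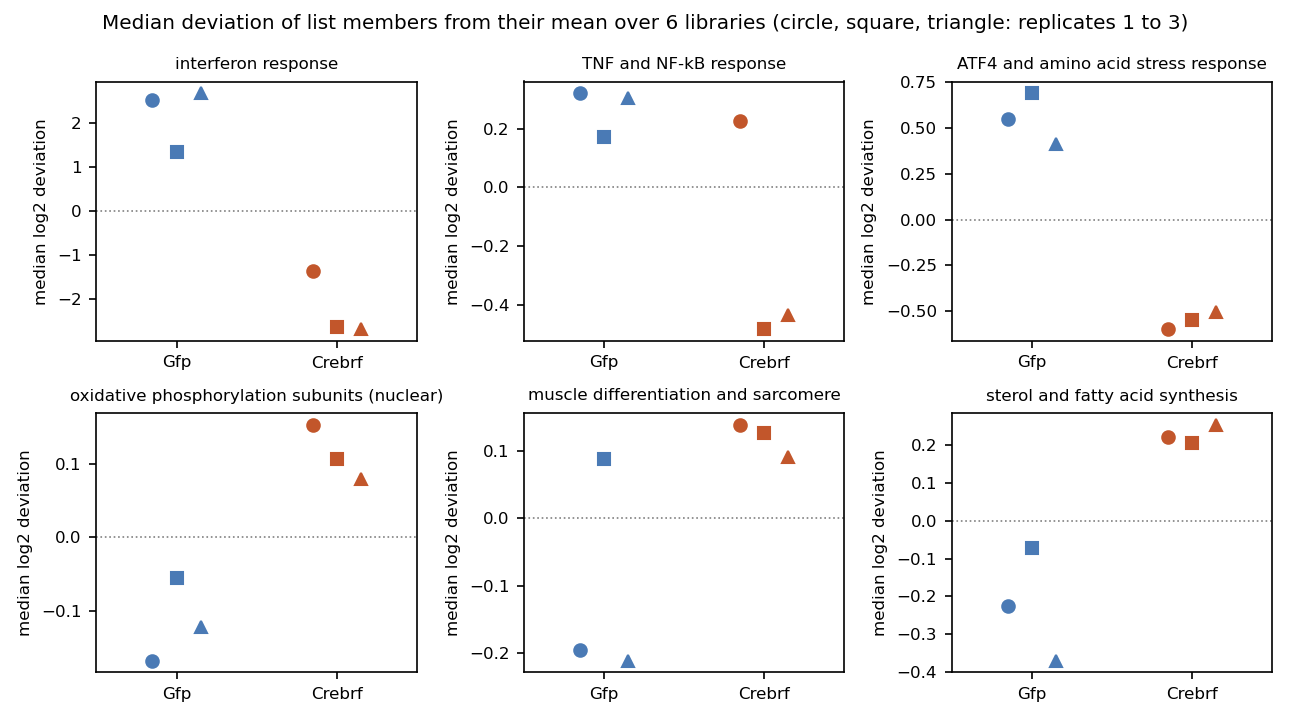
Median log2 deviation of list members from their mean over the 6 libraries, for 6 lists, with Gfp libraries in blue and Crebrf libraries in orange. The interferon values range from 2.68 to -2.70, and in the TNF panel Crebrf replicate 1 (0.23) lies among the Gfp libraries.

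Targets of ATF4, the transcription factor of the amino acid stress response, all fell: 32 of 32 were lower (0 higher and 32 lower adjusted over the list alone), with a median of -1.14 and an NES of -6.10 (adjusted p = 1.64e-31, and adjusted p = 0.52 with an estimated correlation). Trib3, a pseudokinase (chromosome 2 from 152337425 to 152344060), went from 1442 ± 289 to 172 ± 24.1 (log2 fold change -3.05, SE 0.157, adjusted p = 0.000100). The cystine transporter gene Slc7a11 fell by 2.64. The list also holds amino acid transporters, enzymes of serine and proline synthesis and aminoacyl-tRNA synthetases. In the unfolded protein response list 6 of 29 genes rose and 2 fell (7 higher and 2 lower adjusted over the list alone), with a median of 0.00, and the list did not pass (NES 1.06, adjusted p = 0.41). The rises numbered 1 without Gfp replicate 1 or Crebrf replicate 3 and 0 without Crebrf replicate 2, and the falls 1 without Gfp replicate 1 or Crebrf replicate 2 and 0 without Crebrf replicate 3. After scaling to the same total 4 rose and 4 fell, so this balance depends on the scaling. The list passed without Gfp replicate 3 (adjusted p = 0.021, and 0.021 to 0.87 over all alternatives).

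Among 12 genes for CREBRF and its partners, REPTOR relatives and the glucocorticoid receptor, 6 fell and 1, Crebrf, rose (1 higher and 6 lower adjusted over the list alone), with a median of -0.26 (adjusted p = 0.039, and adjusted p = 0.56 with an estimated correlation). Klf15, a glucocorticoid-induced transcription factor, fell by 2.27. Nr3c1, the glucocorticoid receptor, went from 5731 ± 151 to 4445 ± 91.0 (log2 fold change -0.37, adjusted p = 0.00151). Crebl2, an ortholog of a REPTOR binding partner, fell by 0.28, and Creb3 stood at 0.12 (adjusted p = 0.14). The list call was lost in some settings (adjusted p 0.055 to 0.066 without Gfp replicate 2, Crebrf replicate 1 or Crebrf replicate 3, and 0.024 to 0.56 over all alternatives), as was that of Crebl2 (adjusted p 0.058 to 0.077 without Gfp replicate 1, Crebrf replicate 2 or Crebrf replicate 3, and 0.016 to 0.077 over all alternatives). Falls numbered 3 without Crebrf replicate 2 and 2 without Crebrf replicate 3, and rises 2 without Crebrf replicate 1.

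In the p53 list 4 of 23 genes rose and 5 fell (5 higher and 5 lower adjusted over the list alone), and the list did not pass (adjusted p = 0.47). Its median (-0.05) and mean (-0.17) differ in sign from its NES (1.00). Ccng1 rose by 0.52 and Sesn1 by 0.46, while Gdf15 and Sesn2, both also in the ATF4 list, had log2 fold changes of -2.29 and -1.47. Without Gfp replicate 2 the list passed in the lower direction (NES -1.67, adjusted p = 0.043, and 0.043 to 0.82 over all alternatives), and rises numbered 2 without Gfp replicate 1, Crebrf replicate 2 or Crebrf replicate 3 while falls numbered 3 without Gfp replicate 3, Crebrf replicate 2 or Crebrf replicate 3. With the same upper quartile 5 rose and 3 fell. Of 25 genes of the oxidant and NRF2 response 2 rose and 7 fell (2 higher and 9 lower adjusted over the list alone), with a median of -0.13 (adjusted p = 0.00640, and adjusted p = 0.70 with an estimated correlation). Hmox1, heme oxygenase, went from 2127 ± 168 to 1169 ± 86.5. The list call also ended when a single library was left out (adjusted p 0.059 without Crebrf replicate 2, and 0.00027 to 0.70 over all alternatives), and the falls numbered 4 without Gfp replicate 1 or Crebrf replicate 2 and the rises 4 without Gfp replicate 2.

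Genes of sterol and fatty acid synthesis were higher: 24 of 29 rose and none fell (26 higher and 0 lower adjusted over the list alone), with a median of 0.47 (adjusted p = 2.94e-17, and adjusted p = 0.53 with an estimated correlation). Stard4, a sterol carrier, rose from 1233 ± 65.9 to 2273 ± 25.8 (log2 fold change 0.88, SE 0.0530, adjusted p = 8.80e-05). Of 76 cytosolic ribosomal protein genes 44 rose and none fell (54 higher and 1 lower adjusted over the list alone), with a median of 0.15 (adjusted p = 1.32e-30, and adjusted p = 0.53 with an estimated correlation), and Rps25 rose by 0.29. That count was 16 without Gfp replicate 1, 22 without Crebrf replicate 1, 9 without Crebrf replicate 2 and 13 without Crebrf replicate 3, and 18 after scaling to the same total, where 1 gene was lower, as 1 was without Crebrf replicate 3.

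In the list of muscle atrophy, autophagy and lysosome genes 18 of 30 fell and 2 rose (3 higher and 19 lower adjusted over the list alone), with a median of -0.24 (adjusted p = 2.88e-08, and adjusted p = 0.53 with an estimated correlation). Eif4ebp1, a translation repressor, went from 2284 ± 69.1 to 968 ± 10.7 (log2 fold change -1.24, adjusted p = 2.34e-05), and Klf15 fell by 2.27. Mstn, which encodes the growth inhibitor myostatin, rose from 6.26 ± 4.82 to 41.6 ± 1.29, and its call ended when single libraries were left out (adjusted p 0.061 to 0.062 without Crebrf replicate 2 or Crebrf replicate 3, and 2.2e-05 to 0.062 over all alternatives). The falls numbered 11 without Gfp replicate 1 and 10 without Crebrf replicate 2 or Crebrf replicate 3, and the rises 1 without Gfp replicate 1, Gfp replicate 3 or Crebrf replicate 1 and 0 without Crebrf replicate 2 or Crebrf replicate 3.

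**Figure D4:**
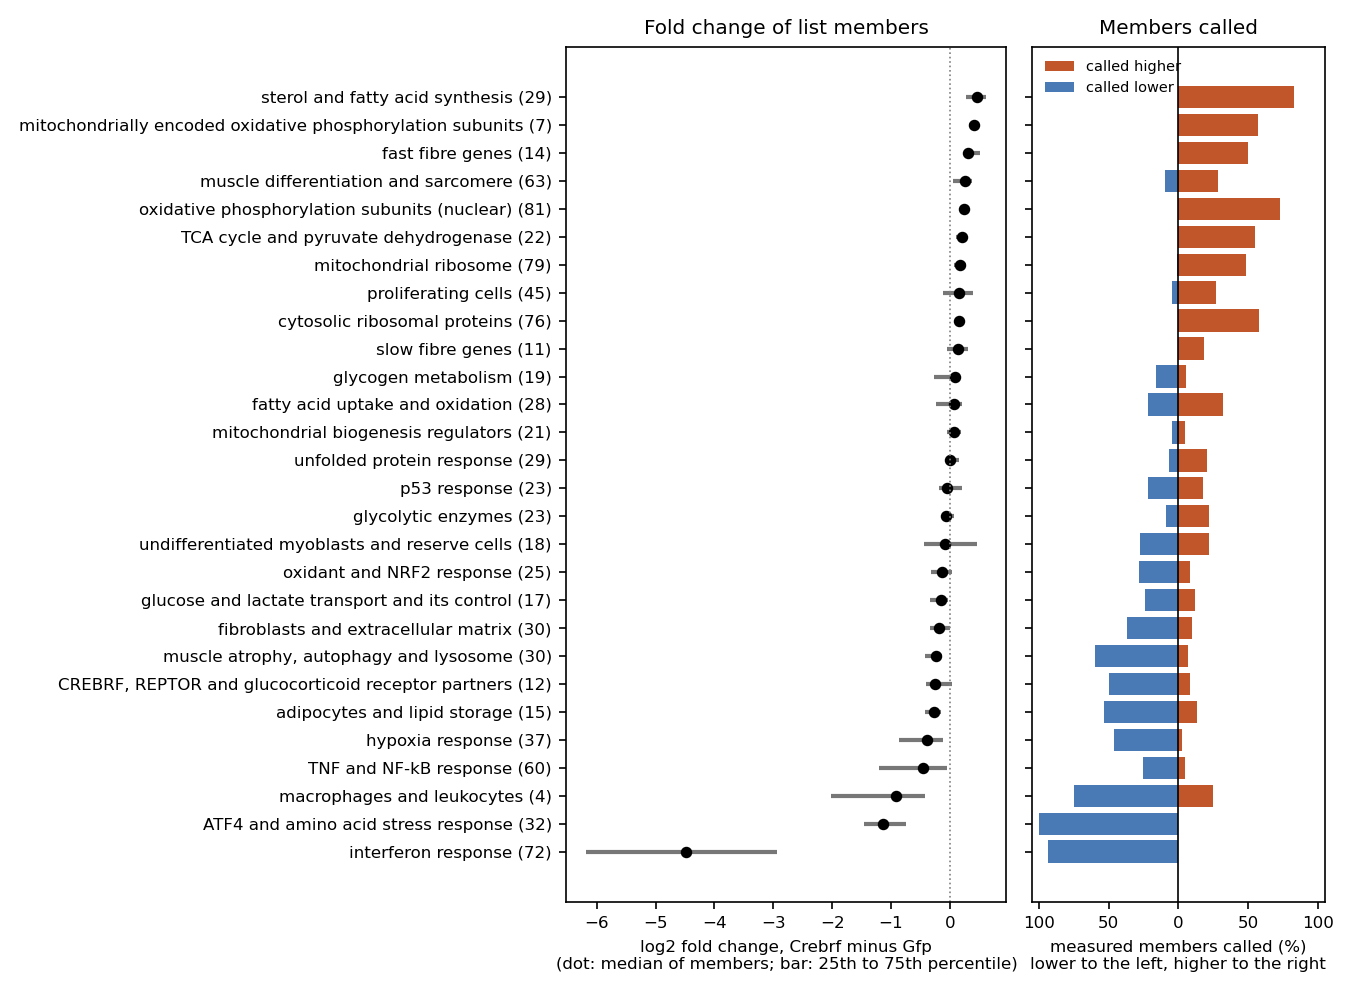
Left, the median (dot) and 25th to 75th percentile (bar) of the log2 fold change of measured members of each of 28 lists, with the number of measured members in brackets. Right, the percent of members called lower (blue) and higher (orange) in Crebrf, where the interferon (median -4.49) and ATF4 (median -1.14) lists stand lowest and sterol and fatty acid synthesis highest (median 0.47).

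Muscle genes rose in part, and Gfp replicate 2 resembled the Crebrf libraries in them. Of 63 muscle differentiation and sarcomere genes 18 rose, 6 fell and 39 were not called (20 higher and 6 lower adjusted over the list alone), with a median of 0.26 (adjusted p = 2.55e-09, and adjusted p = 0.71 with an estimated correlation). Myog, which encodes the differentiation factor myogenin, fell from 16063 ± 1053 to 9794 ± 742 (log2 fold change -0.71, SE 0.0712, adjusted p = 0.000777), while Myh3, embryonic myosin heavy chain, rose by 0.63. The median deviation of the list was 0.09 in Gfp replicate 2, -0.20 and -0.21 in Gfp replicates 1 and 3, and 0.09 to 0.14 in the Crebrf libraries. Rises numbered 4 without Gfp replicate 1 or Crebrf replicate 3, 40 without Gfp replicate 2, 8 without Gfp replicate 3, 7 without Crebrf replicate 1 and 3 without Crebrf replicate 2, and the call of Myh3 depended on single libraries (adjusted p 0.081 to 0.084 without Gfp replicate 1, Crebrf replicate 2 or Crebrf replicate 3, and 0.00013 to 0.090 over all alternatives). In the fast fibre list 7 of 14 genes rose and none fell (10 higher and 0 lower adjusted over the list alone), with a median of 0.30 (adjusted p = 5.55e-07, and adjusted p = 0.59 with an estimated correlation). These rises numbered 0 without Gfp replicate 1, Gfp replicate 3, Crebrf replicate 2 or Crebrf replicate 3, 12 without Gfp replicate 2 and 2 without Crebrf replicate 1. In the slow fibre list 2 of 11 rose and none fell (2 higher and 0 lower adjusted over the list alone), the list did not pass (median 0.14, adjusted p = 0.35), and Tnni1, slow troponin I, rose by 0.37. Without both Gfp replicate 2 and Crebrf replicate 1 the slow fibre list passed (NES 1.64, adjusted p = 0.045, and 0.045 to 0.92 over all alternatives). The slow fibre rises numbered 1 without Gfp replicate 1, Gfp replicate 3, Crebrf replicate 1, Crebrf replicate 2 or Crebrf replicate 3 and 5 without Gfp replicate 2.

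Markers of other cells and states that the culture could hold moved unevenly. Of 45 genes of proliferating cells 12 rose and 2 fell (13 higher and 3 lower adjusted over the list alone), and the list did not pass (median 0.15, adjusted p = 0.084). The mitotic genes Cenpf and Cdc20 rose by 0.96 and 0.85. The rises numbered 22 without Gfp replicate 3, 6 without Crebrf replicate 2 and 7 without Crebrf replicate 3 and the falls 1 without Gfp replicate 1 or Crebrf replicate 2 and 9 without Gfp replicate 2, and without Gfp replicate 3 the list passed (NES 3.63, adjusted p = 1.1e-08, and 1.1e-08 to 0.82 over all alternatives). It also passed with the replicate block (adjusted p = 0.016), with DESeq2 (adjusted p = 0.037), with no filter beyond a count above 0 (adjusted p = 0.029) and with a weighted statistic (adjusted p = 0.0064). Among 18 genes of undifferentiated myoblasts and reserve cells 4 rose and 5 fell (6 higher and 6 lower adjusted over the list alone), with a median of -0.08 and an NES of 1.12 that differ in sign (adjusted p = 0.35). Without both Gfp replicate 2 and Crebrf replicate 1 this list passed in the lower direction (NES -1.63, adjusted p = 0.045, and 0.045 to 0.90 over all alternatives). Hey1, a Notch target, rose by 0.86, and falls numbered 3 without Gfp replicate 1 or Crebrf replicate 3 and 2 without Crebrf replicate 2.

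Of 30 fibroblast and matrix genes 11 fell and 3 rose (3 higher and 12 lower adjusted over the list alone), with a median of -0.18 (adjusted p = 0.016, and adjusted p = 0.71 with an estimated correlation). Postn, periostin, went from 20954 ± 1909 to 8447 ± 584, and Tagln, transgelin, rose by 1.00. The matrix rises numbered 5 without Gfp replicate 3. Of 15 adipocyte genes 8 fell and 2 rose (2 higher and 10 lower adjusted over the list alone), with a median of -0.26 (adjusted p = 0.000372, and adjusted p = 0.52 with an estimated correlation), and Mgll, monoglyceride lipase, rose by 0.76. The adipocyte falls numbered 2 without Gfp replicate 1 and 3 without Crebrf replicate 2 or Crebrf replicate 3, and the rises 1 without Crebrf replicate 2 or Crebrf replicate 3. Of 13 leukocyte genes 4 were measured, 3 fell and 1 rose (1 higher and 3 lower adjusted over the list alone), and the list did not pass (median -0.92, adjusted p = 0.47). Csf1r went from 122 ± 75 to 2.90 ± 2.52, and Itgam rose by 0.81. The leukocyte falls numbered 1 without Gfp replicate 1, Gfp replicate 3 or Crebrf replicate 2.

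In all, 19 of 28 lists passed. The list test permutes genes and not libraries, and between 9 and 20 lists passed in the 9 other ways of splitting the 6 libraries into 3 and 3. No list passed with an estimated correlation, 16 passed with the preset correlation and 13 passed with fry.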

Values the study reported

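In C2C12 myotubes expressing Crebrf, the study reported that glycolytic ATP production fell by 60% and that mitochondrial ATP production rose by 40%. Lactate production and glucose uptake were reported as lower in these cells and glycogen content as higher. Single mRNA values, such as the rise of Ldha and the fall of Gys1, measure none of these. It tested a set of 331 genes linked to PGC1α in muscle and reported that mRNA of PGC1α targets rose with Crebrf. It also reported more PGC1α protein, by immunoblot. That gene set was not tested here. The mRNA of Ppargc1a and the list of biogenesis regulators measure neither the protein nor its targets as a set.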

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

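The setting without Gfp replicate 2 and Crebrf replicate 1 was chosen after seeing the data. Between called genes shared by all libraries and any other setting no sign changed. For named genes 2107 comparisons with an alternative kept direction and side of the threshold, 239 lost the call, 7 gained it and 2 reversed, and for lists 578 kept both, 44 lost the call, 11 gained it and 35 reversed. With a filter of a mean of at least 50, 85 genes were higher in Crebrf with log2 fold change above 1 and 383 lower below -1, because fewer genes were tested. Leaving out 1 library, or Gfp replicate 2 with Crebrf replicate 1, gave 905 to 2505 genes higher in Crebrf, 1189 to 2560 genes lower in Crebrf and 87 to 258 rises beyond 1, with fewer libraries behind each. The replicate numbers did not pair the libraries (correlations of same-numbered deviations of -0.05, 0.18 and -0.16), and with the replicate number as a block 1554 genes were higher and 1811 lower. With an estimated correlation 0 gene lists passed.

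Reversals were in values that had not passed, apart from the fatty acid list, and the cause was not tested. When libraries were left out, the gene Tfam ranged from -0.0717 to 0.00182 and the gene Pkm from -0.0910 to 0.000692 on the log2 scale. The fatty acid list had an NES of -1.18 with a weighted statistic and a negative sign with fry, where it did not pass (adjusted p = 0.507), and glycolytic enzymes an NES of 1.01 with a weighted statistic. With libraries left out the NES ranged from -0.865 to 1.04 for glycogen metabolism, -1.24 to 3.63 for proliferating cells, -1.63 to 1.16 for undifferentiated myoblasts and -1.67 to 1.196 for the p53 list. With the replicate block the NES was -0.922 for glycogen metabolism, -1.23 for undifferentiated myoblasts and -0.999 for p53, and with a weighted statistic -1.15, -1.12 and -1.42. For the same lists the adjusted p in the opposite direction was 0.905, 0.823 and 0.637 with a preset correlation, 0.904, 0.902 and 0.819 with an estimated correlation, and 0.132, 0.155 and 0.0933 with fry. For undifferentiated myoblasts the NES was -0.868 with a filter of at least 50 and -1.11 with the same upper quartile. For p53 it was -1.16 with that filter, -1.04 with edgeR, -1.13 with DESeq2 and -0.868 without trend or robust. In the Crebrf libraries a count of 0 allows up to 2.48 to 2.89 normalised counts, which limits folds of genes near 0 in that group, such as Oas1g and Tnf.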

Other observations

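The genes of this paragraph were chosen after their values were seen and belong to none of the lists, and the classes they belong to were neither tallied nor tested. The log2 fold change of single class I histocompatibility genes was -3.63 for H2-T24 (adjusted p = 0.011), -3.59 for H2-Q4 (adjusted p = 0.00685), -2.43 for H2-T23 (adjusted p = 0.00475), -2.16 for H2-T22 (adjusted p = 0.019) and -1.89 for H2-Q2 (adjusted p = 0.013). These genes are close paralogs, so reads may be split between them, which bears on single values and not on the interferon median. Cxcl12, a chemokine, went from 3708 ± 63.8 to 1548 ± 81.0 normalised counts (log2 fold change -1.26, adjusted p = 2.53e-05). Prkag3, a muscle subunit of AMP-activated kinase, went from 2563 ± 231 to 4947 ± 274 (log2 fold change 0.95, adjusted p = 0.000264), Ckb, brain-type creatine kinase, rose by 0.87 (adjusted p = 0.000801), and the ADP/ATP carrier genes Slc25a4 and Slc25a5 rose by 0.24 (adjusted p = 0.022) and 0.34 (adjusted p = 0.00352). Igfbp5, a binding protein for insulin-like growth factors, rose from 63779.6 ± 16519 to 112300 ± 8691 (adjusted p = 0.017). Ogn, a small proteoglycan, rose by 0.94 (adjusted p = 0.026), Scx, a tendon transcription factor, by 0.80 (adjusted p = 0.00790) and the imprinted gene Mest by 1.64 (adjusted p = 0.013). All of these genes had non-overlapping groups. Calls of genes outside the naming rule were not recomputed with libraries left out.

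Of the tests in the next paragraphs, the test of transcript length and GC content was fixed before its result was seen, and the others were chosen only after the results they measure were seen.

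As a list, interferon genes were lower in all 3 Crebrf libraries than in all 3 Gfp libraries. Differences in scaling or depth are argued against, since the list median stayed at -4.47 or further from 0 under 4 scalings and after thinning every library to the smallest depth. RNA from leukocytes in the Gfp libraries is argued against as well: the 75th percentile of the leukocyte markers there was 44.9 normalised counts (Cd14 183 and Csf1r 122 were the most abundant, 9 of 13 below 10), against a 25th percentile of 1657 for the interferon genes. A difference between the adenovirus preparations cannot be told apart from an effect of Crebrf, because 0 genes of the table belong to Gfp or the adenovirus and no untransduced culture was analysed here. An effect of CREBRF on the response to the virus is therefore a hypothesis, and a higher interferon response in the Gfp cultures may equally come from the virus that each group received.

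As a list, ATF4 target genes were lower in every Crebrf library than in every Gfp library. Under the same scalings and thinning their median stayed at -1.12 or further from 0, which argues against scaling or depth. If they fell only because they vary with the interferon response of a library, their median slope on the interferon score within groups should be about 0.257, and it was -0.0936, with all 32 genes below the slope each would need. All slopes rest on the same score of 6 libraries, so the genes are not independent tests, and no error between libraries was computed for the slope. Within groups Gfp replicate 2 had the lowest interferon score of its group (1.35) and the highest ATF4 score (0.69). No biological cause of the fall was tested, and a difference in virus load stays open here too.

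Oxidative phosphorylation subunits were higher by a median of 0.24. Their median stayed at 0.20 (0.203) or higher under the scalings and thinning. Among 10000 random lists matched on expression, transcript length and GC content the median was 0.10 and the central 95% of medians ended at 0.144. The median over the 80 subunits with sequence, 0.23, lay above that limit. The match was imperfect, with a mean gap of -0.28 in log2 expression and 0.19 in log2 length between matched genes and subunits. Matched genes were also drawn independently, whereas the subunits had an estimated correlation of 0.53. The range is thus too narrow for such genes, and how far the excess goes beyond chance cannot be told. With the muscle score of each library as a covariate the median coefficient of Crebrf was 0.17 (0.166) instead of 0.24, with 77 of 81 subunits above 0. The score rose with the group (correlation 0.75 over the 6 libraries) and only estimates the share of myotube RNA. A coefficient above 0 could therefore remain even if a larger share of myotube RNA were the whole cause. The test cannot decide this, and a part of the rise may come from that share. The rise may be biological, as a hypothesis found and tested on these libraries. A difference in virus load or in the interferon response between the groups stays open here too. No slope on the interferon score was computed for the subunits.

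The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. For called genes 1 split, the real one, gave 4246, and the highest other gave 0 (up to 791 at an unadjusted p below 0.05). With a log2 fold change beyond 1 it was 1 split again, with 754 genes, and the highest other gave 0. Every other split has libraries of both groups on each side, so the difference between the groups adds to the spread and lowers the gene calls. These counts of 0 are thus no measure of what chance gives. For gene lists 3 splits gave at least the real 19, and the highest other gave 20.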
